A study of Mus musculus with 18 samples. Its data were reported in "Rapamycin Reverses the Hepatic Response to Diet‐Induced Metabolic Stress That Is Amplified by Aging" (2026).

How the data were processed

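Whole livers of young and old male C57BL6 mice fed a normal diet (ND) or a high-fat diet (HFD) for 9 weeks were sequenced as poly(A) RNA, with 1 library per mouse. The 18 libraries fell into 4 groups by the age and diet that the labels state, namely young ND (n = 4), young HFD (n = 5), old ND (n = 5) and old HFD (n = 4).

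The authors aligned the reads with STAR to the mm10 mouse genome (GRCm38) and filtered them with SAMtools. The deposited values are raw counts, not normalised. Per the file headers, HOMER counted the reads over the exons of 1 RefSeq transcript per gene, and each header also lists the total number of aligned tags in each library. The methods of the study name another counting tool, which the headers do not show. The counts came in 2 tables, 1 for the HFD libraries and 1 for the ND libraries. The command recorded for the ND table restricted counting to reads on the strand of the gene, and the command for the HFD table had no strand option. Diet, table and counting command therefore coincided in each of the 18 libraries, and no diet contrast could be separated from the table. Age was compared within a table. A constant difference between the tables for a gene cancels in the interaction of age and diet.

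Both tables listed the same 24537 gene symbols, each 1 time. Genes with too few counts were removed with filterByExpr, which left 14275. Library sizes were scaled with TMM and all 4 groups entered 1 quasi-likelihood model (edgeR 4.0.16 in R 4.3.3, robust estimation, no covariate). Each contrast was tested across genes, and P values were adjusted with the Benjamini-Hochberg method within the contrast. A gene was called changed at an adjusted p under 0.05. All tests were two-sided. Log2 CPM values used a prior count of 2. Log2 fold changes are given as old over young, HFD over ND, or, for the interaction, the diet effect in old mice minus that in young mice. The ± value after a fold change is an approximate standard error. It is the absolute log2 fold change over the square root of the quasi-likelihood F statistic.

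The expression patterns were counted from the calls of the contrasts. The spread of each group was the distance of each library from the centre of its group over log2 CPM, corrected for group size, and old HFD was compared with the other 14 libraries by an exact permutation test over 3060 splits. A set score was the mean log2 CPM of a list of genes written for each of 6 pathways. Sets were compared by exact permutation of 4 against 5 libraries, which has 126 splits and a smallest two-sided p of 0.0159, and the interaction by exact permutation of age within diet. The 30 set tests were adjusted together. Because permuting age within diet keeps the effect of age, the interaction of the set scores, the diet response by age and the count of interaction genes were also tested by permutation after removal of the average age effect, estimated from an additive model of age and diet. These tests were added after the results were seen. Correlations of fold changes were taken across genes and carry no p, since genes are not independent replicates.

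Most genes named in the text came from a fixed list and a rule. Irf3, Rela, Hnf4a, Trim24, Sirt1, Cd8a and Bckdk are the 7 genes reported from a fixed list, and 1 further gene of that list was left out after the data were examined, for reasons other than its values. Counts and adjustments over the list cover the 7 genes. For each age contrast, each diet contrast and the interaction, the 2 genes with the highest and the 2 with the lowest fold change were added from those called, with a mean of at least 2 log2 CPM and, except for the interaction, no overlap in CPM between the groups. The same rule was applied to genes counted alike in both tables after the tables had been compared, the substrain markers Nnt, Wdfy1 and Entpd4 were a list of their own, and the other interaction genes and neighbouring genes were named after their values were seen. The groups, the tests, the first rule, the gene sets and most of the alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, non-robust estimation, DESeq2 size factors, upper-quartile scaling, no filter, at least 10 counts in every library, removal of the 20 highest genes, a fold change of at least 2, fits to the compared groups alone, the replicate number as a block, and leaving out each library in turn. Set scores were also taken as medians and with a prior count of 0.5, and the spread was also taken from log2(FPKM + 1) and from the 500 genes of largest variance.

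The different counting commands led to 4 further alternatives, chosen after the data were seen. Exons were compared with GENCODE release M21 using bedtools 2.31.1. The share of the 31-mers of each gene's annotated transcripts that occurs in a transcript of another annotated locus was counted with Python 3.11.15. A gene was taken as counted alike in both tables when none of its exons overlapped an annotated exon on the opposite strand, under 5% of its 31-mers were shared with another locus, both tables listed the same RefSeq transcript, and its length was at least 200 bp. This held for 7464 of the 14275 genes. The other alternatives used the overlap condition alone, the 31-mer condition alone, or the full conditions with no opposite-strand gene within 5000 bp. Being counted alike was inferred from annotation and annotated transcript sequences, not from alignments, and it does not separate diet from table. Copies of a 31-mer outside annotated transcripts were not searched for.

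The labels number the replicates within each group, and these numbers gave the block. The mice of different groups are different animals, and the numbers were not used as pairs in any result of the main comparisons. The models were tested on simulated data with 200 changed genes of 2-fold or 4-fold, in which edgeR recovered 92.5% of the genes for age on ND, 91.5% for diet in young mice and 84.5% for the interaction, with false calls of 2.12%, 3.68% and 5.59%. The corresponding false calls with DESeq2 were 8.21%, 14.5% and 12.7%.

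Total counts per library ranged from 20253719 to 36427856, and a floor of 3 counts corresponded to 0.15 CPM in the smallest library and 0.082 CPM in the largest. These floors cover counting error alone. No library was left out of the comparisons, and replicate libraries were checked for duplicates by a chi-square test of their counts, in which every replicate pair differed (chi-square per degree of freedom from 13.5 to 334). Plots were drawn with matplotlib 3.10.9.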

Results

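The livers of 18 mice were profiled, 1 poly(A) RNA library per mouse. The 4 groups were young ND (n = 4), young HFD (n = 5), old ND (n = 5) and old HFD (n = 4). Total counts per library ranged from 20253719 to 26461664 in young ND, 23642964 to 36427856 in young HFD, 20373560 to 26406105 in old ND and 25789898 to 29093946 in old HFD. These totals were 79.8% ± 0.458 (SD, n = 4) of the aligned tags in young ND, 80.2% ± 0.298 (SD, n = 5) in young HFD, 79.9% ± 0.662 (SD, n = 5) in old ND and 81.0% ± 1.24 (SD, n = 4) in old HFD. The median count over all listed genes was 16 to 31 in the ND libraries and 27 to 59 in the HFD libraries. The HFD and ND libraries were counted in separate tables, so every difference between diets below is also a difference between tables.

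To ask how the groups lay relative to each other, principal components were computed from log2 CPM. Over the 14275 genes that passed the filter, the first component carried 69.99% of the variance and the second carried 11.2%. The HFD libraries lay between -74.3 and -60.3 on the first component, and the ND libraries between 59.0 and 72.6. Over 7455 genes counted alike in both tables that passed the filter again, a selection made after the tables were compared, the first component carried 35.4% of the variance. On that component young ND lay between 24.2 and 32.3, young HFD between -3.92 and 7.72, old ND between -10.4 and 13.5, and old HFD between -48.3 and -18.4. The ranges of young HFD and old ND overlapped on this component, and the ranges of young ND and old HFD each stood apart from the rest. The second component over these genes carried 19.9% of the variance and separated young HFD (19.66 to 24.57) from old ND (-28.43 to -17.46).

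**Figure D1:**
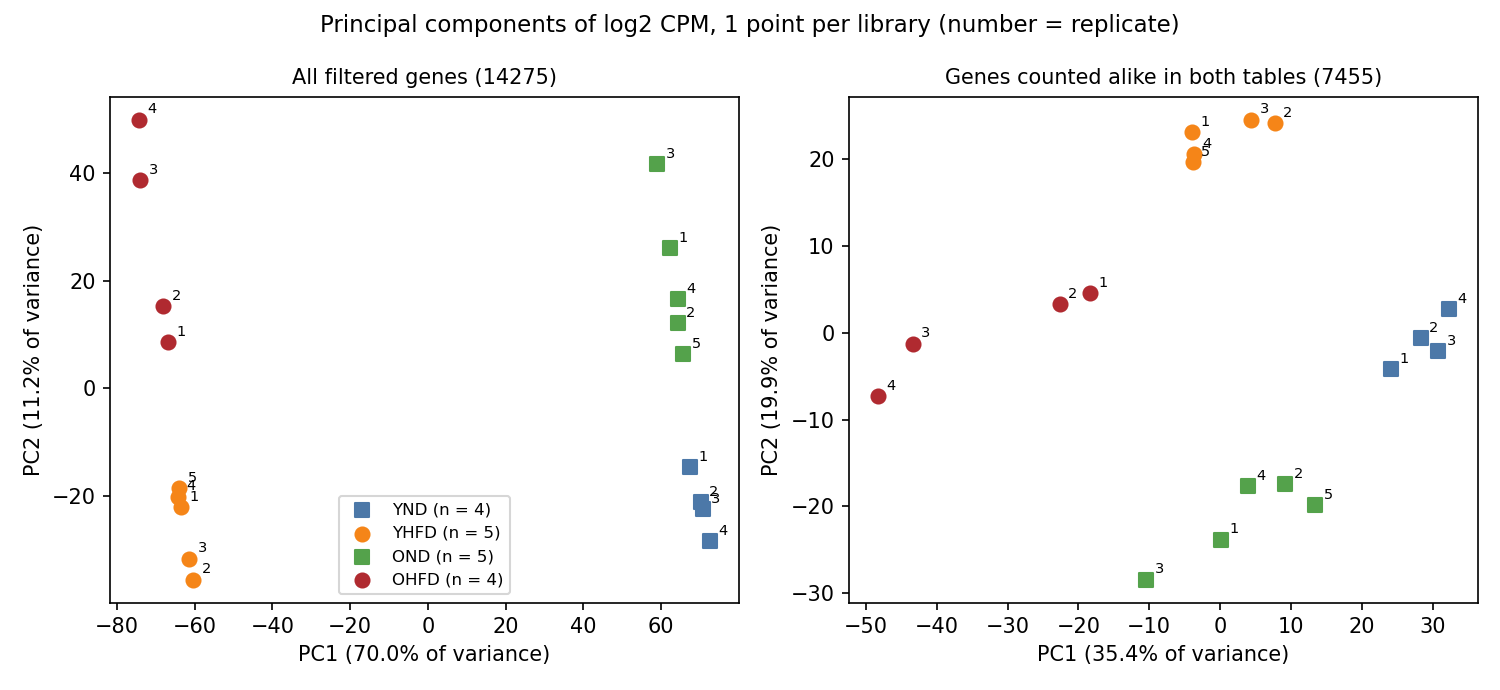
First and second principal components of log2 CPM with 1 point per library, over all genes that passed the filter (left) and over genes counted alike in both tables (right), with squares for ND and circles for HFD. The first component separates the tables on the left (HFD from -74.3 to -60.3, ND from 59.0 to 72.6) and runs from young ND (24.2 to 32.3) to old HFD (-48.3 to -18.4) on the right.

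The study described the old HFD cohort as the most variable, and the distance of each library from the centre of its group was used to test this. Old HFD libraries lay 47.0 ± 12.1 (SD, n = 4) log2 units from the centre of their group, and the other libraries lay 35.0 ± 6.85 (SD, n = 14) from theirs. The ratio was 1.34, with an exact permutation p of 0.0431 where the smallest possible p was 0.000654. Within the HFD table, the ratio of old HFD to young HFD was 1.54, and the exact permutation p of 0.0159 was the smallest that 4 against 5 libraries allow, since the lowest old HFD distance (36.39) exceeded the highest young HFD distance (31.98). The ND table holds no old HFD library. The mean distance was 41.18 ± 8.609 (SD, n = 5) in old ND, 32.85 ± 1.215 (SD, n = 4) in young ND and 30.63 ± 0.983 (SD, n = 5) in young HFD. Old ND replicate 5 lay at 55.67, beyond every old HFD library except replicate 4. These comparisons do not set old HFD against old ND alone, so they do not separate a spread of old HFD from one of old mice. Of the alternatives, values on the scale of log2(FPKM + 1) moved the ratio to the other 14 libraries most, to 1.70 (exact permutation p of 0.0124), and leaving out old HFD replicate 4 lowered it most, to 1.08 (exact permutation p of 0.465). Without that library the ratio within the HFD table was 1.23, with an exact permutation p of 0.0357, the smallest that 3 against 5 libraries allow.

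To ask what age changed on each diet, old mice were compared with young mice within a table. On ND, 1629 of 14275 genes were called at an adjusted p under 0.05 (edgeR quasi-likelihood test), 984 higher and 645 lower in old mice, and 440 of them changed at least 2-fold. On HFD, 2584 genes were called, 1654 higher and 930 lower, and 856 changed at least 2-fold. Both age contrasts called 597 genes as higher, against 114 by chance if the contrasts were independent, and 195 genes as lower, against 42 by chance. Opposite calls were made for 3 genes that were higher on ND and lower on HFD and for 5 genes that were lower on ND and higher on HFD. Across all 14275 genes, which are not independent replicates, the age changes on ND and HFD correlated with r = 0.587 and rho = 0.517. The jackknife standard errors of these values over libraries were 0.088 and 0.095.

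To ask what HFD changed at each age, HFD mice were compared with ND mice across the tables. In young mice, 2865 genes were called, 1967 higher and 898 lower on HFD, and in old mice 4577 genes were called, 2753 higher and 1824 lower. Of the genes changed at least 2-fold, 1232 were higher and 154 lower in young mice, and 1419 were higher and 227 lower in old mice. With upper-quartile scaling the share of called genes that were higher on HFD fell from 68.7% to 51.4% in young mice and from 60.1% to 46.0% in old mice, so the balance of higher and lower genes depended on the scaling. Genes not counted alike in both tables made up 86.9% of the 1232 genes at least 2-fold higher in young mice and 81.9% of the 1419 in old mice, against 47.7% of all tested genes. In a separate fit to the genes counted alike, 417 were called for diet in young mice (249 higher, 168 lower) and 1470 in old mice (798 higher, 672 lower). The alternative that moved the count in young mice most added the condition of no opposite-strand gene within 5000 bp, which left 215 genes called. The corresponding counts for age among genes counted alike were 930 on ND and 1486 on HFD.

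**Figure D2:**
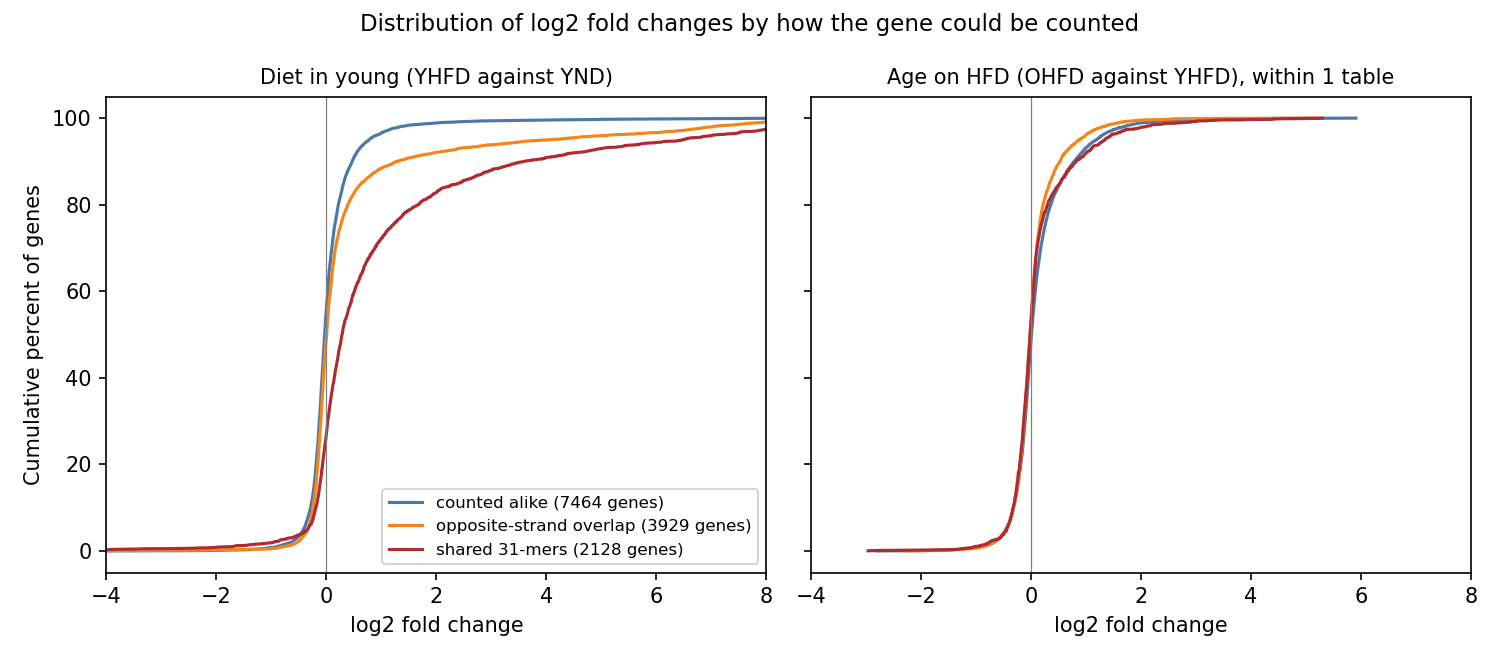
Cumulative percent of genes against log2 fold change for diet in young mice across tables (left) and for age on HFD within 1 table (right), with a line each for genes counted alike, genes with an opposite-strand exon overlap and genes that share 31-mers with another locus. For diet in young mice, 2.17% of genes counted alike, 10.7% of genes with an overlap and 26.5% of genes with shared 31-mers were called at least 2-fold higher. For age on HFD, the odds ratio for being called at least 2-fold higher was 0.49 for an overlap and 1.37 for shared 31-mers.

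The diet changes in young and old mice correlated across genes with r = 0.94 and rho = 0.662 (jackknife standard errors 0.017 and 0.065). Among genes counted alike, r was 0.735 and rho was 0.535. In both ages, 1633 genes were higher on HFD, against 379 by chance, and 528 were lower, against 115 by chance. Among genes counted alike, these counts were 155 and 103, against 26.7 and 15.1 by chance. Another 276 genes were higher with age on ND and higher again on HFD in old mice, against 190 if the contrasts were independent. Of the genes counted alike, 105 met this pattern, against 58 if independent. Both contrasts of this pattern use the old ND libraries, on opposite sides, so these values are not what chance gives. Between young ND and old HFD, which differ in age, diet and table, 6211 genes were called, 3822 higher and 2389 lower in old HFD. Any pair of groups differed in 8630 genes, and in 3789 of the genes counted alike.

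The interaction tested directly whether the diet effect differed between old and young mice. It called 18 genes, 9 with a higher and 9 with a lower diet effect in old mice, and 1662 genes had an unadjusted p under 0.05. Among the alternatives that called any gene, DESeq2 moved this count most, to 195. Over the 5499 genes called for the average diet effect, the mean log2 change in the direction of that effect was 1.00 in young mice and 1.07 in old mice, a difference of 0.07 (permutation p of 0.227 with the average age effect removed first). Over 1891 such genes counted alike, it was 0.51 in young mice and 0.63 in old mice, a difference of 0.11 (permutation p of 0.208 by the same test).

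Among the 7 genes reported from the fixed list, 2 were called for age on ND, 2 for age on HFD, 2 for diet in young mice, 2 for diet in old mice and 0 for the interaction when adjusted over all tested genes. Adjusted over the list alone, the counts were 3, 2, 2, 5 and 0, and the lowest adjusted p for the interaction was 0.601 over all genes. Cd8a (chromosome 6, 71373427 to 71379171, mm10) rose with age from 0.418 ± 0.177 (SD, n = 4) to 1.64 ± 1.02 CPM (SD, n = 5) on ND and from 0.405 ± 0.176 (SD, n = 5) to 3.63 ± 2.75 CPM (SD, n = 4) on HFD. The log2 changes were 1.98 ± 0.58 (edgeR adjusted p of 0.0352) and 3.15 ± 0.52 (adjusted p of 0.000634), from 3 to 248 counts per library. Across the alternatives the adjusted p reached 0.113 for age on ND and 0.00492 for age on HFD. Trim24 (chromosome 6, 37870811 to 37968445) was higher in all of the age and diet contrasts, by 0.47 to 0.51 on the log2 scale. Its adjusted p ranged from 0.0273 for diet in old mice to 0.047 for age on ND, and over the alternatives the latter ranged from 0.0252 to 0.113. The alternatives also raised it to 0.103 for age on HFD, 0.105 for diet in young mice and 0.11 for diet in old mice. Irf3 (chromosome 7, 44997648 to 45002848) fell on HFD by 0.26 in young mice (adjusted p of 0.0201) and by 0.24 in old mice (adjusted p of 0.0264), and 88 bp of its exons overlap those of Bcl2l12 on the opposite strand. Under the alternatives these adjusted p for Irf3 reached 0.0709 in young mice and 0.141 in old mice. Sirt1 (lowest adjusted p of 0.0547), Bckdk (0.0515), Hnf4a (0.122) and Rela (0.26) passed in none of the contrasts when adjusted over all tested genes. Adjusted over the list alone, Sirt1 was among those called for age on ND, and Sirt1 and Bckdk for diet in old mice.

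Under the rule, the highest log2 changes with age on ND were in Ntrk2 (chromosome 13, 58806569 to 58937031), which rose from 1.02 ± 0.464 (SD, n = 4) to 11.7 ± 10.3 CPM (SD, n = 5), and Nipal1 (chromosome 5, 72647796 to 72671078), which rose from 1.88 ± 0.786 (SD, n = 4) to 12.6 ± 3.83 CPM (SD, n = 5). Their log2 changes were 3.50 ± 0.78 (adjusted p of 0.0121) and 2.77 ± 0.37 (adjusted p of 0.00057). The lowest log2 changes were -3.67 in Mup17 (chromosome 4, 61591931 to 61595832), from 1050 ± 195 (SD, n = 4) to 82.4 ± 60.7 CPM (SD, n = 5), and -2.87 in Mup18 (chromosome 4, 61670178 to 61674094), both with an adjusted p of 0.0018, and these genes share 86.2% and 93.1% of their 31-mers with other loci. On HFD, Ntrk2 rose by 3.79 ± 0.65 (adjusted p of 0.00119) and Ly6a (chromosome 15, 74994877 to 74998031, 31.9% shared 31-mers) by 3.19 ± 0.37 (adjusted p of 6.22e-05). Ly6a had 5.02 ± 1.37 CPM in young HFD (SD, n = 5) and 45.3 ± 16.3 CPM in old HFD (SD, n = 4). The lowest log2 changes with age on HFD were -2.88 in Cyp2b9 (chromosome 7, 26173409 to 26210660, 26.1% shared 31-mers, adjusted p of 0.0113) and -2.03 in Thrsp (chromosome 7, 97412933 to 97417550, adjusted p of 0.00446). By the rule, the CPM values of the compared groups did not overlap for any of these genes. With 1 library left out, the change of Ntrk2 was lowest at 2.95 on HFD, without old HFD replicate 3. On ND it was lowest at 2.82, without old ND replicate 4, and Ntrk2 kept its call in all of these fits.

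For diet, the highest changes in both ages were in Mup19 (chromosome 4, 61778328 to 61782224) and Mup10 (chromosome 4, 60578261 to 60582155), which share 100% and 83.2% of their 31-mers with other loci. Mup19 had 0.187 ± 0.147 CPM in young ND (SD, n = 4) and 3040 ± 659 CPM in young HFD (SD, n = 5), and Mup10 had 0.118 ± 0.0644 CPM (SD, n = 4) and 902 ± 193 CPM (SD, n = 5). Their log2 changes were 13.9 and 12.9 in young mice and 14.7 and 13.4 in old mice, with adjusted p between 1.62e-17 and 1.8e-15. Srgap3 (chromosome 6, 112717972 to 112947266) fell by 3.19 in young mice (adjusted p of 2.23e-10), and 150 bp of its exons overlap an opposite-strand transcript. Cyp3a11 (chromosome 5, 145854607 to 145879854, 15.8% shared 31-mers) changed by -2.36 in young mice (adjusted p of 0.00633) and by -3.03 in old mice (adjusted p of 0.00132). It had 1970 ± 115 CPM in young ND (SD, n = 4) and 385 ± 106 CPM in young HFD (SD, n = 5). Serpina4-ps1 (chromosome 12, 104077959 to 104086920), a pseudogene counted alike in both tables, fell by 2.66 in old mice (adjusted p of 0.00968), from 34.1 ± 13.8 (SD, n = 5) to 5.36 ± 4.57 CPM (SD, n = 4). The same rule applied after the fact to genes counted alike gave Ceacam2 (chromosome 7, 25516042 to 25540004), higher by 7.63 in young and 7.33 in old mice, with at most 19 counts in any ND library and at least 1931 in any HFD library. It also gave Tmem206, higher by 4.96 in young mice, and Lcn2, higher by 5.38 ± 1.1 in old mice (adjusted p of 0.00119), from 14.1 ± 7.22 (SD, n = 5) to 589 ± 959 CPM (SD, n = 4). Old HFD replicate 4 had 2025 CPM of Lcn2 and the other old HFD libraries 47.15 to 208 CPM. The size of the Lcn2 change therefore depended largely on 1 library. In the other direction the rule gave Nat8f5 (chromosome 6, 85817218 to 85820972), which fell by 2.33 (adjusted p of 0.000139), and Cav1 (chromosome 6, 17307640 to 17341328), which fell by 1.89 (adjusted p of 0.000104), both in young mice, and Inmt (chromosome 6, 55170627 to 55174990), which fell by 1.91 in old mice (adjusted p of 0.00532). Ceacam2, Tmem206, Lcn2, Cav1 and Inmt have an opposite-strand gene within 5000 bp and so fail the stricter condition. Tmem206, like Ceacam2, also differed in old mice, from 3.68 ± 0.864 (SD, n = 5) to 78.1 ± 12.8 CPM (SD, n = 4). A difference in counting between the tables is not excluded for Ceacam2 and Tmem206.

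Among called genes with a mean of at least 2 log2 CPM, the interaction was highest in Rhbg (chromosome 3, 88242874 to 88254684), at 2.30 ± 0.34 (adjusted p of 0.011). Rhbg had 11.7 ± 1.46 CPM in young ND (SD, n = 4), 8.04 ± 1.74 in young HFD (SD, n = 5), 4.65 ± 1.49 in old ND (SD, n = 5) and 15.7 ± 5.42 in old HFD (SD, n = 4). Oas1a (chromosome 5, 120896257 to 120907525, 68.8% shared 31-mers) followed at 2.01 ± 0.37 (adjusted p of 0.0426). The lowest values under this limit of expression were -1.19 ± 0.20 in Pcdh17 (chromosome 14, 84443563 to 84537060, adjusted p of 0.0214) and -1.15 ± 0.20 in Ak4 (chromosome 4, 101419289 to 101467771, adjusted p of 0.0365, 11.6% shared 31-mers). Msmp, with a mean of 0.58 log2 CPM and an opposite-strand exon overlap, had a lower value of -2.16 ± 0.40 (adjusted p of 0.0426) and is named after its value was seen. When each library was left out in turn, Oas1a lost its call in 12 of 18 fits, Ak4 in 8, Pcdh17 in 4 and Rhbg in 0.

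To ask how pathways and cells moved, 6 gene sets were scored in each library and 30 tests were adjusted together. The study names no interferon pathway, and the interferon-stimulated set was added here before the data were examined. Scores whose groups did not overlap, which chance gives in 1.59% of splits of 4 against 5, had an exact permutation p of 0.0159 and an adjusted p of 0.0397. With age, the antigen presentation score rose by 0.83 on ND and 0.84 on HFD, the T cell score by 1.14 and 1.73, and the branched-chain amino acid degradation score fell by 0.25 and 0.32, all with that adjusted p. The interferon-stimulated score rose with age on HFD by 1.5 from 3.94 ± 0.205 (SD, n = 5) to 5.44 ± 0.217 (SD, n = 4) and rose with HFD in old mice by 1.14, again with that adjusted p. Its rise with age on ND was 0.70 (exact permutation p of 0.0635, adjusted 0.112) and with HFD in young mice 0.34 (exact permutation p of 0.0794, adjusted 0.132). The overlap on ND came from 1 library. Old ND replicate 5 scored 3.45 and the other old ND libraries 4.29 to 4.74, against at most 3.92 in young ND. Without old ND replicate 5 the rise with age on ND was 0.921. The interaction was then 0.594, its lowest value among the fits without 1 library. The cytochrome P450 and steroid hormone score fell on HFD by 0.74 in young mice and 0.82 in old mice, and the fatty acid degradation and peroxisome score rose on HFD by 0.31 in young mice and fell with age on HFD by 0.66, each with an adjusted p of 0.0397. The fatty acid score changed by 0.028 with HFD in old mice (exact permutation p of 0.968, adjusted 0.986). The T cell and antigen presentation scores did not pass for diet at either age, with adjusted p from 0.15 to 0.496. When age was permuted within diet, the interaction passed for none of the 6 sets, with a lowest adjusted p of 0.311, but these permutations keep the effect of age, which widens the distribution. With the average age effect removed first, a test added after the results were seen, the interaction of the interferon-stimulated score (0.80) had a permutation p of 0.00844 (adjusted 0.0366), and the others had adjusted p from 0.351 to 0.974. The adjusted p of 0.0366 was set by the 12 tests at an exact permutation p of 0.0159 in the same family of 30. It does not show that this interaction would pass by its own p. With the median over genes, 9 of the 12 tests that had passed still had the smallest exact permutation p, 0.0159, and their adjusted p was 0.0529 because fewer tests shared that p. The other 3 had an exact permutation p from 0.0317 to 0.0794.

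**Figure D3:**
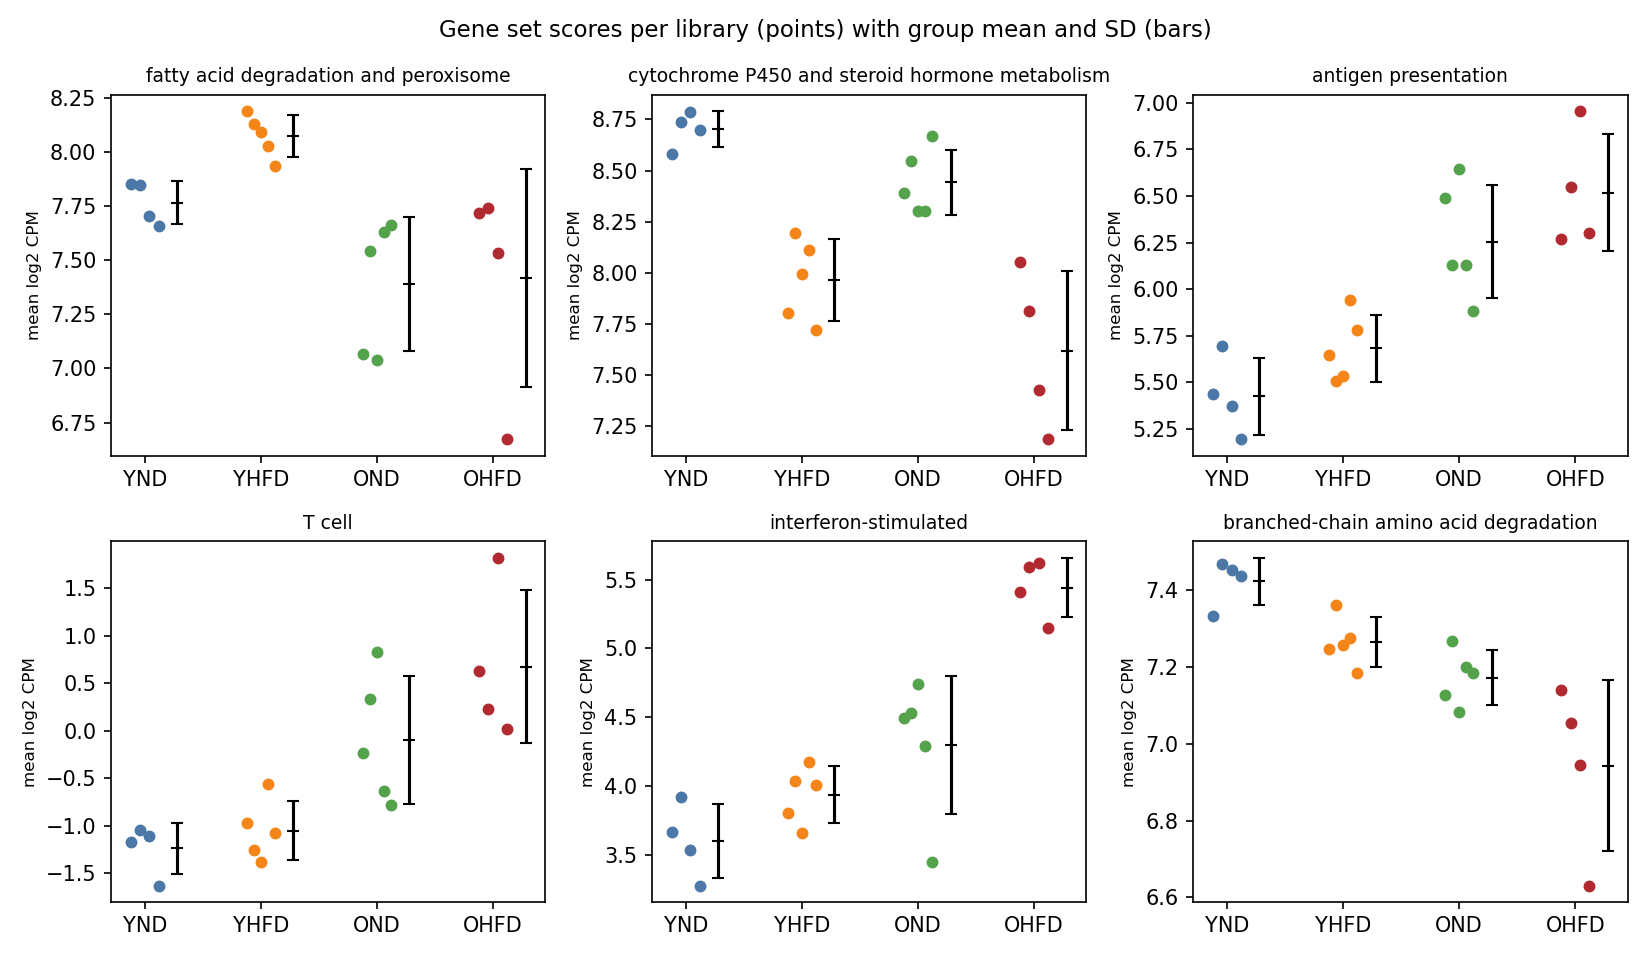
Mean log2 CPM of 6 gene sets in each library (points) by group, with the group mean and SD beside them (bars). The interferon-stimulated scores of old HFD lie between 5.15 and 5.62, above all other libraries, and the T cell scores of old mice lie above those of young mice on the same diet.

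A list of 3 genes that differ between C57BL/6 substrains was read as a check on the age contrasts. Nnt (chromosome 13, 119334317 to 119409011) had 177 ± 12.3 CPM in young ND (SD, n = 4), 190 ± 12.6 in young HFD (SD, n = 5), 54.2 ± 5.62 in old ND (SD, n = 5) and 56.3 ± 7.09 in old HFD (SD, n = 4). Its log2 change with age was -1.71 ± 0.091 on ND (edgeR adjusted p of 1.33e-09) and -1.76 ± 0.095 on HFD (adjusted p of 1.58e-09). Wdfy1 (chromosome 1, 79702262 to 79761769), whose exons overlap those of Mrpl44 on the opposite strand, changed by -1.46 ± 0.074 and -1.49 ± 0.076 (adjusted p of 1.18e-09 and 1.38e-09). By p, Wdfy1 ranked 1 and Nnt ranked 2 of the 14275 genes in both age contrasts. Entpd4 had at most 1 count in any ND library, so its fold on ND cannot be given, and all of its 31-mers are shared with another locus. On HFD it changed with age by 0.77 ± 0.096 (adjusted p of 6.22e-05), the opposite direction to Nnt and Wdfy1, from 39.1 ± 1.8 (SD, n = 5) to 66.6 ± 8.8 CPM (SD, n = 4).

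**Figure D4:**
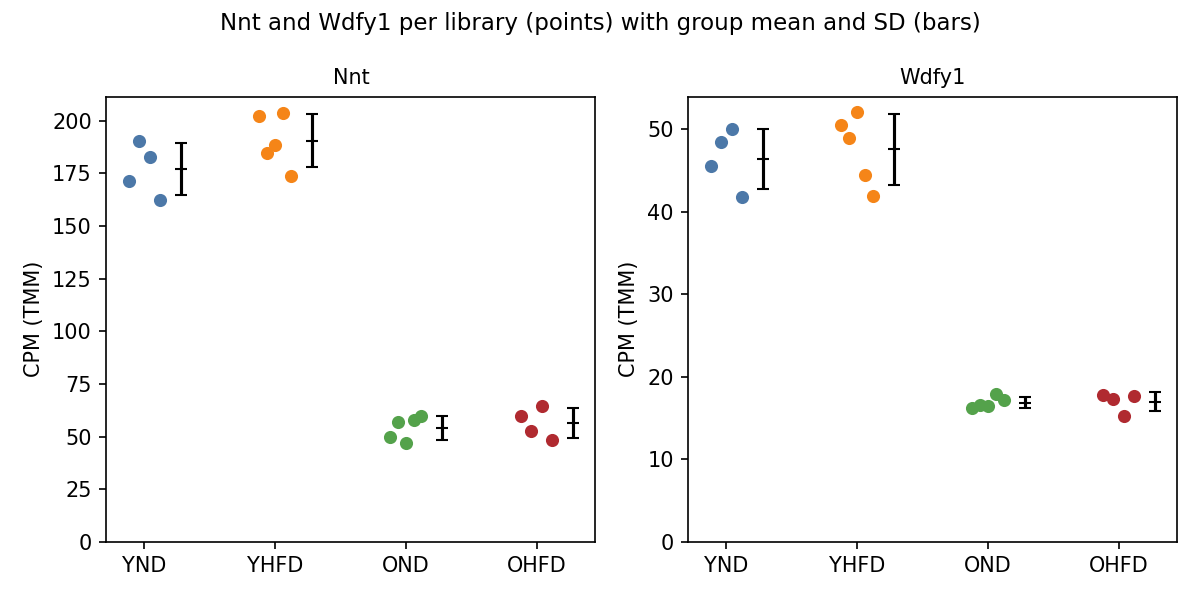
CPM of Nnt (left) and Wdfy1 (right) in each library (points) by group, with the group mean and SD beside them (bars). Nnt lies between 163 and 204 CPM in young mice and between 46.7 and 64.3 CPM in old mice, with no overlap on either diet.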

Values the study reported

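The study reported over 4000 genes that differed in any of the comparisons among its whole-liver cohorts, with 3954 of them between young ND and old HFD. From clustering, the study reported 1190 transcripts that HFD raised at both ages, 1244 that rose with age and rose further on HFD, and 627 that HFD lowered at both ages.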

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

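Of the tests in this part, those of the libraries that stood apart and of the interaction, other than the first count of relabellings, were chosen after the results were seen.

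In each group of 4 or 5 libraries, the highest and lowest values of 35 measures were compared with the rest of the group by the gap to the nearest value over the range (Dixon's ratio at its 95% critical value). Chance gives about 1 such value in 20 groups, or 7 in the 140 groups tested, and 6 were found. Old ND replicate 5 had 3 of them. Its TMM scaling factor of 0.93 stood below the factors of 1.01 to 1.03 of the other old ND libraries. Its log2 CPM was low for Srgap3 (3.11, next 3.72) and high for Mup10 (-1.96, next -3.00), the last resting on at most 4 counts. Of the rest, 1 was in old HFD replicate 4, where Sirt1 had a log2 CPM of 4.32 against 3.86 for the next library. The others were low Hnf4a in young ND replicate 1 (9.35, next 9.65) and high Rhbg in young ND replicate 3 (3.80, next 3.49). These 3 occur in different libraries, at the rate that chance gives, and no explanation was tested for them.

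For old ND replicate 5, 3 technical explanations were tested. Its total of 23.92 M counts lay within the range of the other old ND libraries (20.37 to 26.41 M), which does not point to depth. Its Srgap3 gap spanned 0.713 of the group range with TMM and 0.714 with DESeq2 size factors, which nearly coincide with TMM, just above the critical value of 0.71, and 0.689 with upper-quartile scaling, which is under it. The place of this value beyond the critical value therefore depended on the scaling. Its 20 highest genes took 24.59% of the counts, just above the 22.01% to 24.32% of the other old ND libraries, which is the direction that a few abundant genes would give, though by a small margin. The ribosomal gene Rn45s held 0.985% of its counts against 0.107% to 0.179% in the others. A difference in library composition may therefore contribute, and no biological explanation was tested, since the labels give no feature that sets this mouse apart. Without this library the count for age on ND was 2298 and for the interaction 44.

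The diet effect differed between old and young mice in 18 genes, by a test of the interaction itself (edgeR). In Rhbg, Lad1, Manf, Grk5, Ablim3 and Dtx4 the point estimate was lower on HFD in young mice and higher in old mice, and in Atp1b1, Rnf145, Serpina6, Inhba, Hhex, Ak4 and Pcdh17 the reverse held. Apart from Rhbg, Ak4 and Pcdh17 these genes are named after their values were seen. Of 100 relabellings of age within diet, the real one included, 6 gave as many genes, with a median of 0 and a highest of 4042 among the others. The counts of 4042 and 2943 came from exchanging all 4 same-numbered pairs of young and old libraries in 1 diet alone, which turns effects of age into an interaction, so this count does not show what chance gives. After the average age effect was removed from the counts, 20 genes were called with the real labels, and of the same 100 splits only the real one gave as many (1 of 100, highest other 5). That test is approximate, since the age effect was estimated from the same libraries. Leaving out 1 library at a time gave from 6 to 44 genes, so the number depends on single libraries. An opposite-strand exon overlap was no more frequent among the 18 genes than elsewhere (odds ratio 0.828, 95% confidence interval 0.231 to 2.48, 5 of 18 genes), but the interval is too wide to exclude a contribution of the strand setting. Whether age alters the effect of HFD on these genes, or single libraries or the strand setting contribute to the list, cannot be told apart here.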

How the results depend on the processing

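The 4 alternatives that restrict the genes by how they were counted were chosen after the data were seen, as was the removal of the average age effect. Unless a value shows it, the cause of a change was not tested.

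Under non-robust estimation, DESeq2 size factors and removal of the 20 highest genes, every count of genes or patterns stayed within 1.5 times its value in the report, and the scalings shifted the median log2 change by -0.058 to 0.023. Voom with sample quality weights gave 2972 genes for age on ND, 4679 for diet in young mice, 87 for the interaction and 814 lower on HFD in both ages. DESeq2 gave 195 interaction genes, and in simulated data its false calls for the interaction were 12.7%. Upper-quartile scaling gave 1060 genes lower on HFD in both ages. Requiring at least 10 counts in every library gave 1887 genes for diet in young mice and 993 higher in both ages. Fits to the compared groups alone gave 4371 for diet in young mice, 2671 for diet in old mice and 142 for the rise with age and again on HFD, and in these fits, as with voom (3721 in old mice), diet called more genes in young than in old mice. With a fold change of at least 2, the counts were 440 and 856 for age on ND and HFD, 1386 and 1646 for diet in young and old mice, 2544 for old HFD against young ND, 11 for the interaction, 3034 for any pair, and 1070, 114 and 81 for the patterns higher on HFD, lower on HFD, and higher with age and again on HFD.

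Restricting the genes lowers the number tested as well as the number called. Genes without an opposite-strand exon overlap gave 1542 and 2733 for diet in young and old mice, 4065 for old HFD against young ND, 5619 for any pair, and 797 and 325 for higher and lower on HFD. Genes under 5% shared 31-mers gave 1418 and 3034 for diet, and 719, 294 and 183 for the patterns. Genes counted alike gave 930 and 1486 for age, 417 and 1470 for diet, 2646 for old HFD against young ND, 11 for the interaction, 3789 for any pair, and 155, 103 and 105 for the patterns. With no opposite-strand gene within 5000 bp the same counts were 511 and 774, 215 and 715, 1306, 7, 1826, and 62, 61 and 70. As a share of tested genes, fits to the genes counted alike called 12.5% for age on ND against 11.4% over all genes, and 19.9% against 18.1% for age on HFD. For diet they called 5.59% against 20.1% in young mice and 19.7% against 32.1% in old mice. The fit over all genes called 11.9% and 19.5% of the 7464 genes counted alike for age, and 11.3% and 24.3% for diet. Part of the drop for diet therefore came with the new fit and not with the choice of genes.

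Leaving out each library in turn gave from 666 to 2298 genes for age on ND, from 6 to 44 for the interaction and from 105 to 324 for the rise with age and again on HFD. The remaining counts stayed within 1.5 times. The ratio of the spread of old HFD to that of the others ranged from 1.08 without old HFD replicate 4 to 1.51, and in 8 of the 18 fits its exact permutation p was no longer under 0.05 (range 0.00168 to 0.465). Over the 500 genes of largest variance the ratio was 1.39 with an exact permutation p of 0.0608. The 9 other alternatives gave ratios from 1.34 to 1.70 with p from 0.0124 to 0.0464, among them 1.70 for log2(FPKM + 1). Within the HFD table, the ratio of old HFD to young HFD was 1.53 to 1.91 over these 10 alternatives and 1.23 to 1.73 across the 9 fits without 1 HFD library, and the groups did not overlap in any of them, so each p was the smallest its design allows (0.0159, 0.0286 or 0.0357).

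No set score passed in a fit without 1 library. The lowest adjusted p there was 0.0571 for age and diet, where the smallest exact p rises to 0.0286 or 0.0357, and 0.214 for the interaction with the age effect kept, where smaller p were possible. With the median over genes, 9 of the 12 tests that had passed kept the smallest exact permutation p of 0.0159, and their adjusted p rose because 9 tests in place of 12 shared it, which does not show a weaker effect. The adjusted p was 0.0529 for fatty acid degradation with age on HFD (-0.64), cytochrome P450 with diet in young (-0.56) and old mice (-0.66), antigen presentation with age on ND (1.11) and HFD (0.88), T cell with age on HFD (1.63), interferon-stimulated with age on HFD (1.85) and diet in old mice (1.60) and branched-chain degradation with age on ND (-0.26). It was 0.0866 for fatty acid degradation with diet in young mice (0.30), 0.102 for T cell with age on ND (0.98) and 0.132 for branched-chain degradation with age on HFD (-0.27). The adjusted p of these 12 tests over the alternatives lay between 0.0317 and 0.132. With the average age effect removed, the interaction of the interferon-stimulated score (0.80) passed at an adjusted p of 0.0366, against 0.237 to 0.362 under the alternatives that keep it. Its unadjusted permutation p with the age effect removed was 0.00655 to 0.0117 over 6 other alternatives and 0.00227 to 0.023 across the 18 fits without 1 library. Upper-quartile scaling took 3 tests past the threshold at an adjusted p of 0.0317, namely fatty acid degradation with age on ND (-0.35) and branched-chain degradation with diet in young (-0.21) and old mice (-0.29). Removal of the 20 highest genes did so for fatty acid degradation with age on ND (-0.37, 0.0366). Over genes counted alike, fatty acid degradation with diet in young mice no longer passed (0.24, 0.068) and cytochrome P450 with age on ND passed (-0.43, 0.0397). Directions reversed for scores that had not passed, as follows. Fatty acid degradation with diet in old mice was -0.031 with upper-quartile scaling and -0.064 over genes counted alike, and ranged from -0.081 to 0.29 across the fits without 1 library. T cell with diet in young mice was -0.054 with the median. Over genes counted alike, antigen presentation with diet in old mice was -0.15 and the interactions of cytochrome P450 and antigen presentation were 0.12 and -0.18. The interaction of antigen presentation was -0.23 with the median, and from -0.14 to 0.10 without 1 library. The interaction of cytochrome P450 ranged from -0.24 to 0.065 and that of branched-chain degradation from -0.15 to 0.040 without 1 library. The restrictions to 1 condition and to 5000 bp were not used for the sets, since the latter left 2 members in 2 of the 6 sets, a choice made after a first look.

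The correlation of diet changes between ages was r = 0.827, rho = 0.551 and slope 0.842 with DESeq2, 0.787, 0.536 and 0.802 without a filter, and 0.735, 0.535 and 0.777 over genes counted alike. With 10 counts in every library r was 0.859, and over called genes rho was 0.865. The correlation of age changes between diets was r = 0.371, rho = 0.381 and slope 0.432 with DESeq2, 0.293, 0.366 and 0.315 without a filter, and 0.717, 0.764 and 0.828 over called genes, which are selected for large changes. With 10 counts in every library its slope was 0.784.

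Named genes that reversed had small changes and did not pass under any of the alternatives for that contrast. Irf3 with age on HFD was 0.00036 with voom (adjusted p over alternatives 0.696 to 0.998) and ranged from -0.058 to 0.017 without 1 library. Rela with diet in young mice was 0.0025 with 10 counts in every library, 0.010 under 5% shared 31-mers and 0.024 over genes counted alike, and ranged from -0.036 to 0.026 without 1 library. Cd8a with diet in young mice was 0.0071, 0.019 and 0.0025 under 5% shared 31-mers, over genes counted alike and without an opposite-strand gene within 5000 bp, and ranged from -0.24 to 0.26 without 1 library. Without 1 library, Rela with age on ND ranged from -0.0049 to 0.066, Bckdk with age on ND from -0.12 to 0.028 and on HFD from -0.0086 to 0.12, and Hnf4a with age on HFD from -0.013 to 0.18 and with diet in old mice from -0.16 to 0.039. Over the genes of the fixed list and of the rule set before the data were examined, calls lost or gained without a change of direction numbered 65 losses and 15 gains among the fits without 1 library and 22 losses and 17 gains elsewhere.

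The replicate numbers are shared between groups of different animals, and a paired reading was tested as a block. After group means were removed, same-numbered libraries of different groups had a mean correlation of -0.0094 and other pairs of libraries 0.0026, so the numbers do not pair the mice. With the block, 0 genes were called for the interaction, 1474 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0542. Irf3 with age on HFD was 0.0036, Cd8a with diet in young mice 0.19 and the interaction of antigen presentation -0.062, each in the opposite direction to the report. The other counts stayed within 1.5 times.

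Depth limits genes of low expression, since 3 counts corresponded to 0.082 to 0.15 CPM, and Mup19 and Mup10 had at most 9 and 4 counts in the ND libraries. Named genes outside a restricted list have no value there. The genes named by the rule among genes counted alike, the substrain markers and the genes named after their values were seen were not run under the alternatives, and keeping every listed entry of a repeated symbol was not run, since no symbol was repeated.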

Other observations

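Of the tests in this part, those of shared 31-mers, of transcripts among genes otherwise counted alike, of histone genes, of the clock genes counted alike, of the spread, of immune cell lists and with the average age effect removed were chosen after the related results were seen.

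The count of genes between young ND and old HFD was 6211. That is higher than the value quoted from the study above. The direction depended on the fold threshold and on the genes tested, with 2544 genes changed at least 2-fold and 2646 called among the fewer genes counted alike. Both are lower than that value. The count over any pair of groups was 8630. That is higher than the value quoted from the study above. It was 3034 for changes of at least 2-fold and 3789 among genes counted alike. Both are lower than that value. The study called genes with DESeq2, on counts that its methods credit to another tool, and its methods state no fold threshold. DESeq2 on the counts used here gave 6811 genes between young ND and old HFD and 9579 over any pair. These 2 counts are also higher than the values quoted. Genes higher with age on ND and higher again on HFD in old mice numbered 276. That is lower than the value quoted from the study above. Genes higher on HFD in both ages numbered 1633, and genes lower on HFD in both ages 528. Of these, the former is higher and the latter lower than the values quoted above, each by a smaller margin. The study took its groups of genes with a shared pattern from clustering, and the counts here are overlaps of calls from pairwise tests, so the definitions differ and the counts are not of 1 quantity. The directions of the last 2 also depended on the processing, since the former was 1070 for changes of at least 2-fold, 993 with 10 counts in every library and 155 among genes counted alike, and the latter was 814 with voom and 1060 with upper-quartile scaling.

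The diet contrasts carried the strongest pattern in these data, and 1 in which the counting differed between the compared tables. Genes with an exon that overlaps an opposite-strand exon had an odds ratio of 2.26 for being called at least 2-fold higher on HFD in young mice and 1.95 in old mice. The odds ratios were 0.397 and 0.461 for genes lower on HFD, and 0.641 and 0.49 for genes higher with age on ND and HFD, where both groups come from 1 table. This is the direction that counting both strands in the HFD table alone would give. As a further test, the age change of a gene was set against the age change of its opposite-strand neighbour across 1400 pairs of genes. The rho was 0.305 in the HFD table and 0.0773 in the ND table, consistent with reads of the neighbour entering the HFD counts. Genes with at least 5% shared 31-mers had an odds ratio of 6.9 for being at least 2-fold higher on HFD in young mice and 6.04 in old mice, against 1.82 and 1.67 for lower on HFD and 1.25 and 1.37 for higher with age. A candidate explanation is that reads mapping to several loci were kept for the HFD table and not for the ND table. Over all genes, 21.7% of those with another transcript listed in each table were called for diet in young mice and 20% of the others. Among genes with no overlap, few shared 31-mers and at least 200 bp, 2.38% of the 546 genes with differing transcripts were at least 2-fold higher and 0.549% at least 2-fold lower, against 2.17% and 0.536% of the 7464 others, so the listed transcript does not account for the pattern. Transcript length does not either, with rho of -0.061 across genes between length and the diet change in young mice. A list of 14 histone genes without a poly(A) tail was written to test for another selection of RNA in each table. Its median log2 change with diet in young mice was 5.65, but the check is void, since only 4 of the 14 genes were tested, 3 of these share 31-mers with other loci and the fourth has no value for that share. The 10 genes not tested had at most 13 counts in any HFD library and 15 in any ND library. The strand and multiple-mapping explanations both remain for most of the genes called higher on HFD, and a diet effect cannot be told apart from them for those genes, and another selection of RNA is not excluded.

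Time of tissue collection is another explanation that may apply. The median absolute change of 18 circadian clock genes with diet in young mice lay at percentile 100 of 10000 random lists of genes of the same expression, and among the 8 clock genes counted alike it again lay at percentile 100. The percentiles with diet in old mice were 98.1 over all clock genes and 83.6 over those counted alike. With age they were 100 on both diets over all clock genes, and among those counted alike 97.3 on ND, where 0 of the 8 genes were called, and 100 on HFD, where 1 was called. HFD itself may shift the clock, and the labels give no collection times, so the explanations cannot be told apart here.

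Other splits of the samples were counted for each result of the gene models. Of 16 splits that part as many same-numbered pairs as the real one, only the real split gave as many genes for age on ND (1 of 16, highest other 1534), age on HFD (1 of 16, highest other 1082), diet in young mice (1 of 16, highest other 420) and diet in old mice (1 of 16, highest other 2669). For old HFD against young ND it was 1 of 8, and the highest other was 0 genes. These numbers of splits cannot give a share under 0.05. Another 84 splits of each age and diet contrast, which part fewer such pairs, gave at most 871, 840, 554 and 3635 genes. For old HFD against young ND, 27 such splits gave at most 1 gene. The real split had the most genes of the 100 fitted for each age and diet contrast, and of the 35 for old HFD against young ND. The real diet splits are also the splits by table. Of 100 relabellings, only the real one gave as many genes for higher on HFD in both ages, lower on HFD in both ages, any pair of groups (highest other 2136) and higher with age and again on HFD (1 of 100 each).

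More genes were called for diet in old than in young mice, but a larger effect in old mice was not shown. Over genes called for the average diet effect, the mean change in its direction differed between ages with an exact permutation p of 0.476, and over those counted alike with 0.422, but these permutations keep the effect of age and so are wide. With the average age effect removed the permutation p was 0.227 and 0.208. Taken apart by direction, it was 0.52 and 0.389 for genes higher on HFD and 0.0523 and 0.048 for genes lower on HFD, and none of these 6 tests passed after adjustment (lowest adjusted p of 0.157). Among genes called in young mice, 35.0% of those higher and 34.5% of those lower on HFD changed more in old mice. Among genes called in old mice 65.3% and 87.8% did, so the side that looks stronger follows the group in which the genes were selected. Among genes called in both ages, 42.1% of those higher and 58.7% of those lower on HFD changed more in old mice.

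The wider spread of old HFD depended in part on 1 library. Without old HFD replicate 4 the ratio to the other libraries, which include old ND replicate 5 at a distance of 55.7, was 1.08. Within the HFD table the ratio to young HFD was then 1.23, still without overlap between the groups (lowest old HFD distance 34.7, highest young HFD distance 32.5, exact permutation p of 0.0357). Distances in a group share a centre, so they are not fully independent. Old HFD replicate 4 and old HFD replicate 3 had low voom quality weights (0.273 and 0.479), as had old ND replicate 5 (0.187). Depth did not track the spread, since the distance from the group centre and the total count had rho of -0.14 (permutation p of 0.58) and r of -0.077 (permutation p of 0.76) over 18 libraries. Within the HFD table rho was -0.083 and r was -0.21, and within the ND table they were -0.067 and 0.10, with all adjusted p at 0.88. Without the 2 libraries of most extreme depth r was 0.23. Whether the mouse of old HFD replicate 4 differed biologically or its library technically was not tested.

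The age contrasts may include a substrain difference. The log2 change of Nnt with age was -1.71 on ND and -1.76 on HFD, and that of Wdfy1 was -1.46 and -1.49, with no overlap between young and old libraries for Nnt. C57BL/6J mice carry a deletion in Nnt that C57BL/6N mice lack. The study states that its mice came from the NIA aging colony, from breeding in its institute or from a vendor. It does not say which source gave the young or the old mice, so they may have come from different sources. An effect of age on these genes is not excluded by the counts, and the sequence of the Nnt locus was not analysed here. If the substrains differ, other genes in the age contrasts, and not those of diet within an age, could reflect it. A constant substrain difference would cancel in the interaction.

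The T cell and antigen presentation scores rose with age, and lists of other immune cells rose as well. The B and plasma cell list and the monocyte and macrophage list lay at or above percentile 98.9 of random lists in both age contrasts, with the lowest value for B and plasma cells on HFD. Of the 16 genes of the B and plasma cell list 12 were tested. High percentiles were not specific to immune cells, since immediate early genes lay at 100 on ND and 99.9 on HFD, adipose tissue genes (5 of 12 tested) at 100 and 96.2, proliferation genes at 92.8 and 98.5, and fetal liver and tumour genes at 93.6 and 99.5. More immune cells of several kinds may therefore contribute, but the test does not single them out, changed expression within cells was not tested, and the substrain difference above remains as well. Apart from this test, the study reported immune infiltration from histology and from CD45 and CD3 staining. It also reported a marked rise of a CD8+ T cell signature in old livers, by deconvolution of its whole-liver RNA.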
